A study of Mus musculus and Homo sapiens with 53 samples. Its data were reported in "Loss of CREBBP and KMT2D cooperate to accelerate lymphomagenesis and shape the lymphoma immune microenvironment" (2024).

How the data were processed

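Gene expression was measured by bulk RNA-seq in 4 sets of libraries. Centroblasts (CB) and centrocytes (CC), the 2 main fractions of germinal center (GC) B cells, had been sorted from spleens of mice 10 days after immunization with sheep red blood cells (SRBC). Cells had also been sorted from mice carrying a BCL2 transgene, 235 days after bone marrow transplantation (BMT), with SRBC given every 3 weeks from day 56. The labels call these GC B cells and the paper describes B220-positive lymphoma cells, so which they were is left open here. OCI-Ly7, an established human line of germinal center B-cell-like diffuse large B-cell lymphoma, had been edited into isogenic lines. In mice, C stands for heterozygous loss of Crebbp, K for heterozygous loss of Kmt2d and CK for both. In OCI-Ly7, C stands for a homozygous CREBBP knock-in, K for a homozygous KMT2D knockout and CK for both. Per the labels, every CB and CC mouse carried Cre driven from the Ighg1 locus, WT mice included. In the BCL2 set, the series record lists this Cre in the mutant groups only, while the paper lists it in the BCL2 group as well, so whether the BCL2 group carried Cre is left open here.

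The authors aligned reads of stranded poly(A) libraries to mm10 or hg38 with a public pipeline, counted them per GENCODE gene, and deposited raw read counts per gene and library. Whether counting used the strand was not stated. One deposited table held the CB and CC counts with 55401 genes, one the BCL2 counts with 24098 genes and one the OCI-Ly7 counts with 60662 genes. The filter behind the shorter BCL2 table was not stated, and 12 of its genes had no count. Values were whole numbers with totals that differed between libraries, and no column of the tables was left unassigned. The study had scaled its expression values by total mRNA with factors from single-cell data. Those factors were not used here, so all fold changes below are relative to the other genes of a library.

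All computations started from the deposited counts, with groups and replicate numbers taken from the sample labels. CB, CC, BCL2 and OCI-Ly7 were fitted separately with all 4 genotypes in each fit. Genes with at least 10 counts summed over the libraries of a fit were tested, which left 18511 genes in CB, 18756 in CC, 22222 in BCL2 and 23826 in OCI-Ly7. A further fit held all CB and CC libraries and tested 20659 genes. Normalization factors came from edgeR's trimmed mean of M values (TMM), and each contrast was tested with edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment over all genes of the fit. A gene was called at an adjusted p under 0.01 and an absolute log2 fold change over 0.58, a 1.5-fold change. The interaction contrast was CK minus C minus K plus WT on the log2 scale. Log2 CPM used a prior count of 2. A gene with at most 3 counts in every library of a group was taken as at the floor, and its fold change is given as a bound computed against that floor. Intervals of shares are 95% Wilson intervals, which treat the called genes as independent draws. They leave out the spread between libraries and that genes move together. The floor covers counting error only, since reads carried no molecular identifiers.

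For the scores of C and K, each library's log2 CPM difference from the WT mean was signed by the direction in CK, and the median was taken over the genes called in CK. Since C, K and CK were compared with the same WT libraries, scores were set beside 25 simulated data sets in which C and K equalled WT. Genes that changed from CB to CC in WT mice were followed into the CK contrasts and set beside 100 simulated data sets in which CK equalled WT. The shared WT libraries move the simulated medians off 0, so the range of the simulated values was used. The simulated libraries and genes varied independently, without the pairing of real ones. Trends that move many genes of a library together were absent, so the simulated ranges leave out that spread. Genes called in CC CK were followed into BCL2 and OCI-Ly7, matching human genes by upper-case symbol, in 4 tests. Lists of immune synapse genes (14 mouse and 15 human genes), centrocyte genes (29) and centroblast genes (26) were tested in C, K and CK of each set with limma's camera at a preset correlation of 0.01, adjusted over the 36 tests, with fry beside it and a threshold of 0.05. The synapse list holds genes that the study's text names, some of them picked by the study on these same libraries. Its camera and fry tests, and its counts adjusted over the list alone, are therefore not independent evidence. Shares of immunoglobulin counts were compared with exact two-sided permutation tests. Marker lists of T cells, myeloid cells, plasma cells, naive B cells and red cells, and a list of sex-linked genes, were used to look for RNA of other cells. Of the 15 T-cell, 14 myeloid and 12 plasma genes, 0, 1 and 8 stood above 10 CPM in CB WT libraries, as did 9 of 14 tested naive B-cell genes and 3 of 6 tested red-cell genes.

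The comparisons, thresholds, lists, alternatives and the rule for naming genes were chosen before the data were examined, with the exceptions named in this paragraph. The rule names Crebbp and Kmt2d in every group, the synapse list with Cxcr4 and Ccnb1, and for each CK contrast up to 3 genes in each direction. These were the called genes with the largest fitted change among those with a symbol, a mean of at least 100 counts per library and no overlap of CPM between groups, immunoglobulin and T-cell receptor segments left out. Removal of a GC content and length trend, and a fit of CB and CC with each mouse as a block, were added after the data had been seen. In the second, same-numbered CB and CC libraries of a genotype were taken as one mouse. For each library, a smooth curve with 5 degrees of freedom each for transcript GC content and length was fitted to log2 CPM over genes with a mean of at least 5 CPM and entered as offsets. At least 99.58% of the tested genes of each fit had both values. The other genes named were chosen after their values were seen.

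Same-numbered libraries were checked for deviating together from their group means. The correlations were 0.41 to 0.80 in the 3 pairs of WT and CK in CC, 0.33 to 0.84 in the 4 pairs of CB and CC in WT, and 0.29 to 0.44 in the 4 pairs of CB and CC in C. These numbers were therefore taken to pair the libraries, on the strength of the correlations, as the labels do not say what a number marks. Deviations from a group mean sum to 0, so the correlations within a comparison are not independent of each other. In CC, replicate 3 had the lowest slope of log2 CPM on transcript length in WT (-0.27 per doubling) and in CK (-0.34). A shared outlier like this can raise the correlations of the other pairs as well. As counted, in no other comparison of mouse libraries did every pair pass 0.1, and with the trend removed the 3 pairs of CB and CC in K did too (0.18 to 0.35). In OCI-Ly7, same-numbered libraries correlated at 0.48 to 0.69 in every comparison of lines, and at 0.23 to 0.36 with the trend removed. With 2 libraries per line, both pairs of a comparison give the same value. The main OCI-Ly7 fit left this pairing unused. The 2 pairs of CB and CC in CK correlated at 0.22 and -0.23, and at 0.27 and -0.09 with the trend removed, and CB and CC shared only these 2 replicate numbers in CK. The pairing of CB and CC in CK is therefore an assumption of the fit with a block of mice.

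Alternatives were size factors as computed by DESeq2 (RLE), total counts without a composition factor, no filter on low counts, edgeR's filterByExpr, only the 2 groups compared, the replicate number as a block, no immunoglobulin and T-cell receptor segments, DESeq2's Wald test, an assumed total mRNA 20% lower in CK, fry, another gene set for the transition, trend removal, trend removal together with the block, a block of mice for the difference of effects between CC and CB, and leaving out each replicate in turn. Other splits of the libraries were refitted as well.

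The procedure was tested on simulated counts drawn from the real means and library sizes with 200 changed genes. edgeR recovered 97% of them in CB, 94.5% in CC, 86.5% in BCL2 and 100% in OCI-Ly7, with 1, 1, 4 and 4 false calls. With an imposed GC trend of 0.5 per 10 points, false calls rose to 535, 440, 473 and 2451, and trend removal brought them to 0, 1, 1 and 3. The imposed trend was linear, in GC content alone and equal in all CK libraries, so other trends were not tested this way. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table (version 1.17.8) were used for the tests, and Python 3.11.15 with matplotlib 3.10.9 for the figures. Gene positions are 1-based, from GENCODE annotations on mm10 and hg38. Total counts per library ran from 15957179 to 23136845 in CB, 17442259 to 25494015 in CC, 12947256 to 21845832 in BCL2 and 36243133 to 40920485 in OCI-Ly7.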

Results

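RNA-seq libraries were available from 53 samples. CB had 4 WT, 4 C, 3 K and 3 CK libraries, and CC had 4 WT, 4 C, 4 K and 3 CK libraries. The BCL2 set had 4 libraries of mice with BCL2 alone and 4 each of BCL2 with C, with K and with CK, and OCI-Ly7 had 2 libraries of each line. Total counts per library lay between 15957179 and 23136845 in CB, 17442259 and 25494015 in CC, 12947256 and 21845832 in BCL2 and 36243133 and 40920485 in OCI-Ly7. The biological coefficient of variation was 15.2% in CB, 17.3% in CC, 22.8% in BCL2 and 6.95% in OCI-Ly7. "WT" stands for BCL2 mice without a further mutation where the BCL2 set is concerned.

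The targeted genes were examined in every group, to see whether the labels matched the counts. A heterozygous deletion or a point mutation need not lower the count of a whole gene. Crebbp (ENSMUSG00000022521.10) stood at 67.7 ± 24.2 CPM (SD, n = 4) in WT CB and at 86.6 ± 4.44 (n = 4) in C, 102 ± 4.99 (n = 3) in K and 48.8 ± 12.1 (n = 3) in CK. The log2 fold changes against WT were 0.35, 0.59 and -0.48, with edgeR adjusted p of 0.454, 0.214 and 0.121. In CC, Crebbp stood at 71.8 ± 21.1 CPM (n = 4) in WT, 91.6 ± 10.1 (n = 4) in C, 99.8 ± 6.67 (n = 4) in K and 51.8 ± 13.7 (n = 3) in CK, with log2 fold changes of 0.35, 0.47 and -0.47. Kmt2d (ENSMUSG00000048154.17) changed by 0.57, 0.62 and -0.14 in C, K and CK of CB and by 0.55, 0.50 and -0.24 in CC, with adjusted p from 0.268 to 0.754 by edgeR. One library, WT replicate 3, had 31.6 CPM of Crebbp in CB and 40.7 in CC. Without it, Crebbp was called lower in CK, at -0.71 in CB and -0.67 in CC (edgeR adjusted p 2.25e-05 and 0.00123). Its same-numbered CK library of CC held 38.7 CPM, and leaving out that library instead gave -0.30 in CC, not called. The CC call therefore rests on dropping 1 library of a pair. Without WT replicate 3, Crebbp changed by 0.12 in C and 0.35 in K of CB, and by 0.16 and 0.28 in CC. Kmt2d then changed by 0.28, 0.33 and -0.43 in C, K and CK of CB, and by 0.29 and 0.24 in C and K of CC. In the BCL2 set, Crebbp and Kmt2d changed by between -0.18 and 0.04. In OCI-Ly7, CREBBP (ENSG00000005339.15) was higher than in WT by 0.28 in C, 0.21 in K and 0.30 in CK, and KMT2D (ENSG00000167548.15) by 0.29, 0.03 and 0.39. With all libraries in the fit, neither gene was called in any group.

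Loss of 1 copy of either gene was compared with loss of 1 copy of both in CB. In C, 0 of 18511 genes were called, while 2469 had an unadjusted p under 0.05. Leaving out the low-count filter moved this most among the alternatives, to 58 genes. Leaving out WT replicate 3 gave 5 genes. In K, 17 genes were called, 5 higher (Rgs4, Gfi1, Akap12, Mocos and Pkp4, named after their values were seen) and 12 lower. The K count ranged from 0 without K replicate 1 to 79 without WT replicate 3, and leaving out the low-count filter gave 164, the alternative that moved it most upward, while DESeq2 called 134 and a fit of K and WT libraries alone 0. In CK, 3440 genes were called, 1157 higher and 2283 lower, a lower share of 66.4% (95% Wilson interval 64.8 to 67.9%). With total counts as the only scaling, which moved the median of all genes to -0.11, the split was 835 higher and 2429 lower. An assumed total mRNA 20% lower in CK shifted every gene by -0.32 and gave 93 higher and 3676 lower. The interaction contrast, which asks whether CK departed from the sum of C and K, was called for 3002 genes, 1137 higher and 1865 lower.

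**Figure D1:**
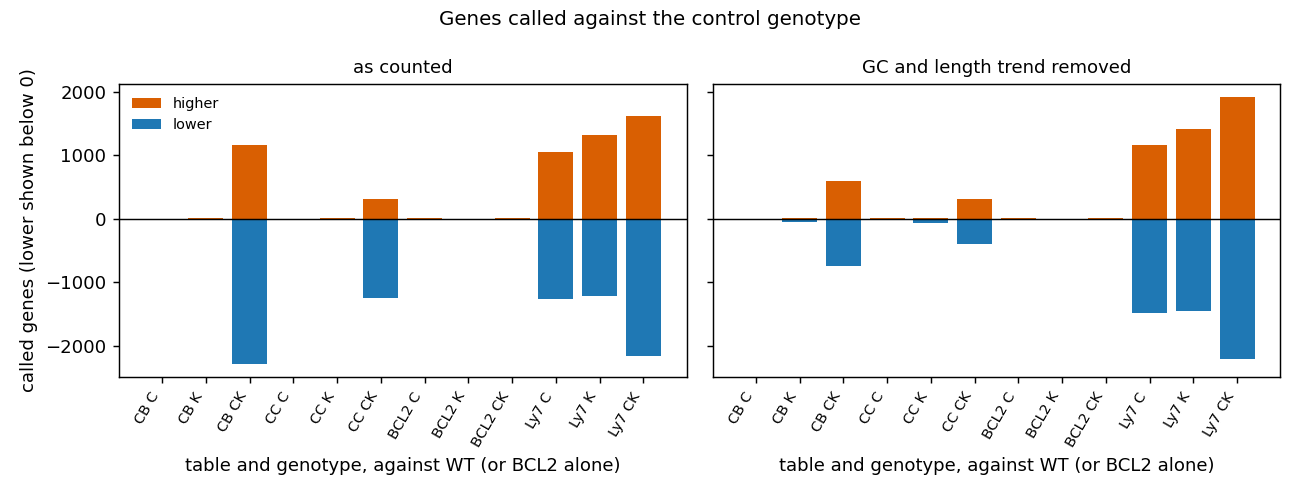
Number of genes called higher and lower against the control in each genotype of CB, CC, BCL2 and OCI-Ly7, as counted and after removal of each library's GC content and length trend. In the BCL2 panel the control is BCL2 alone, and CK calls were 3440 in CB and 1562 in CC as counted against 1338 and 703 with the trend removed.

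Expression differences in CB followed the GC content of transcripts. The slope of log2 CPM on GC content was 0.55 ± 0.05 per 10 points (SD, n = 3) in CK CB and -0.26 ± 0.32 (n = 4) in WT CB, a difference of 0.81 with an exact two-sided permutation p of 0.0286, the smallest this design can give. In CC the slope was 0.31 ± 0.32 (n = 3) in CK and -0.16 ± 0.27 (n = 4) in WT, with an exact permutation p of 0.114. That test leaves the pairing of CC libraries unused. Within the 3 same-numbered pairs the slope was higher in CK by 0.45, 0.48 and 0.58, with an exact sign-flip permutation p of 0.25, the smallest 3 pairs can give. CK replicate 3 of CC had a slope of -0.05, against -0.52 in its WT pair, and the other 2 CK libraries had 0.55 and 0.42. GC content and length together accounted for 65.1% of the variance of log2 fold changes in CK CB and 52.7% in CK CC, against 1.31% in BCL2+CK and 0.703% in OCI-Ly7 CK. The shares for C and K were 40.5% and 37.6% in CB and 34.1% and 29.9% in CC. With each library's trend removed, 1338 genes were called in CB CK, 588 higher and 750 lower. Of the 3440 genes called as counted, 723 were called in the same direction, 585 of them lower, and 9 in the opposite one. In CC CK, 703 genes were called with the trend removed, 305 higher and 398 lower. There, 359 of 1562 genes were called in the same direction and 0 in the opposite one, 344 genes being called only with the trend removed.

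**Figure D2:**
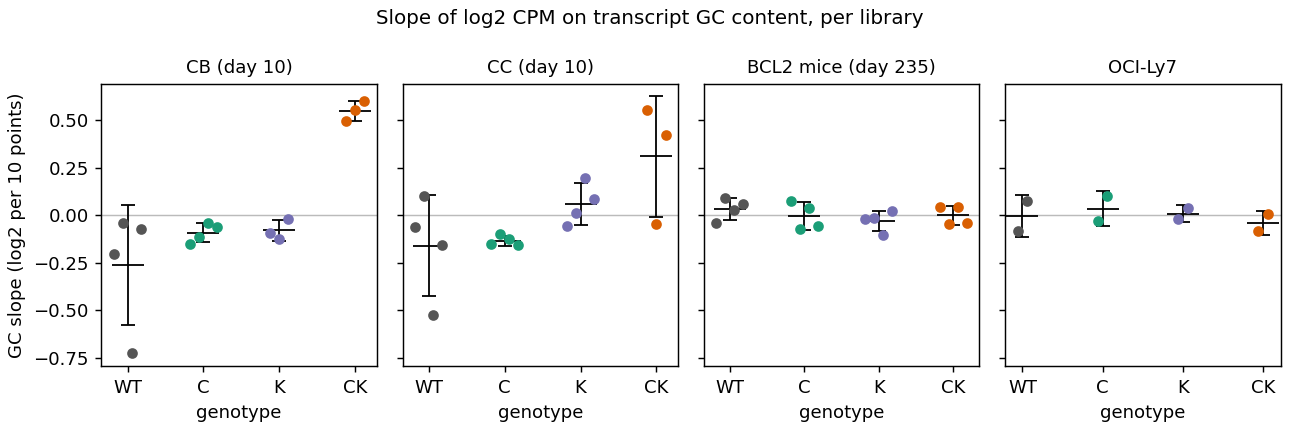
Slope of log2 CPM on transcript GC content, per 10 percentage points, for each library, with the mean and SD of each group. The 3 CK libraries of CB lay between 0.49 and 0.60, and every WT library of CB lay under 0.

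The same comparisons in CC tested the fraction in which cells receive T-cell help. In C, 1 of 18756 genes was called (Thoc2l, higher by 1.15, edgeR adjusted p 0.00655, named after its value was seen), while 2916 had an unadjusted p under 0.05. Leaving out the low-count filter gave 166 genes. The count for C was 9 without WT replicate 4 and 0 in 6 of the other 7 fits that left out a library. In K, 19 genes were called, 5 higher (Akap12, Lynx1, Evc, Mfsd6 and Lmo4, named after their values were seen) and 14 lower. Without WT replicate 3 the K count was 45, without WT replicate 1 it was 43, and in the other 6 such fits it lay between 4 (without K replicate 4) and 8. Leaving out the low-count filter gave 197 genes. In CK, 1562 genes were called, 317 higher and 1245 lower, a lower share of 79.7% (95% Wilson interval 77.6 to 81.6%). Without CK replicate 2 the CK count was 853, and a fit of CK and WT libraries alone gave 549, the alternative that moved it most downward. With total counts as the only scaling, 148 genes were higher and 1463 lower, and with the assumed lower total mRNA, a shift of -0.32, 28 were higher and 2647 lower. Same-numbered WT and CK libraries were taken to pair in CC. A fit of all 4 genotypes with the replicate number as a block and the trend removed gave 688 genes, 303 higher and 385 lower. Its block also held the C and K libraries of CC, whose same-numbered correlations with WT and CK did not all pass 0.1. The interaction contrast was called for 2217 genes, 963 higher and 1254 lower, and for 1416 without K replicate 1.

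CB and CC were then set side by side. Of genes tested in both, 1399 were called in CK of both fractions, all in the same direction, and 1178 of them were lower. After removal of the trend, 533 were called in both, all in the same direction, 301 of them lower. Same-numbered libraries of WT and of C deviated together in the 2 fractions, so these overlaps were not taken as those of independent experiments. In K, 4 genes were shared (Cdh17, Akap12, Lcp2 and Serpinb1a, named after their values were seen), 1 higher and 3 lower. A test of whether the effect of CK differed between CC and CB called 0 genes, while 1392 had an unadjusted p under 0.05. The same test called 0 genes for C and for K, with 738 and 833 genes at an unadjusted p under 0.05. These fits did not use the pairing of CB and CC libraries. With same-numbered libraries taken as one mouse and each mouse as a block, chosen after the data were seen, the effect of CK differed for 23 genes, 19 higher and 4 lower in CC, with 2 CK and 4 WT pairs and 1931 genes at an unadjusted p under 0.05. The 2 CK pairs correlated at 0.22 and -0.23, so their pairing is an assumption. The effect differed for 5 genes in C and 56 in K, and with the trend removed for 6 in C, 32 in K and 12 in CK. Among the splits of the paired mice, 2 of 15 gave as many genes for CK, 31 of 35 for C and 5 of 35 for K. In WT mice, 1570 of 20659 genes differed between CC and CB, 910 higher and 660 lower in CC, and 1373 did in C mice. A fit of the WT libraries alone gave 721, the alternative that moved this count most.

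Whether single mutants changed the same genes as CK, but less, was measured by the score of C and K libraries over the genes called in CK. In CB the score was 0.05 ± 0.04 (SD, n = 4) for C, 0.07 ± 0.05 (n = 3) for K and 0.91 ± 0.14 (n = 3) for CK. Simulated data in which C and K equalled WT gave at most 0.0389 for C and 0.0366 for K, through the shared WT libraries alone. Without WT replicate 3 the scores of C and K were -0.03 and -0.02, so the sign in CB rested on that library. In CC, C scored -0.20 ± 0.04 (n = 4), opposite to CK, and K scored 0.16 ± 0.18 (n = 4), with simulated maxima of 0.0538 and 0.0574, and CK scored 0.93 ± 0.19 (n = 3). Without WT replicate 2 the scores of C and K in CC were -0.11 and 0.23, and without WT replicate 3 that of K was 0.10. Between the WT libraries themselves the scores spread by an SD of 0.14 in CB and 0.15 in CC, more than the scores of C and K in CB. Of the K-called genes, 13 of 17 in CB and 15 of 19 in CC were also called in CK, all in the same direction. K and CK share the WT libraries, which by itself favours the same direction. In the 25 simulated data sets with K equal to WT, at most 0 genes called in K in CB and 1 in CC were also called in CK.

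Among well-counted genes, the largest increases in CK CB were in Gfi1 (ENSMUSG00000029275.18, mm10 chromosome 5, 107716657 to 107726036), Inppl1 (ENSMUSG00000032737.13, chromosome 7, 101822632 to 101838229) and Plin2 (ENSMUSG00000028494.12, chromosome 4, 86648386 to 86670060). Gfi1 rose from 4.999 ± 1.429 CPM (SD, n = 4) in WT to 23.2 ± 1.01 (n = 3) in CK, a log2 fold change of 2.21 ± 0.21 (SE, edgeR adjusted p 2.52e-07). It was 1.67 with the trend removed. Inppl1 rose by 1.74 ± 0.16 and Plin2 by 1.73 ± 0.19, and by 1.33 and 1.39 with the trend removed. The largest decreases were in Gm1966 (-2.68 ± 0.23, and -1.67 with the trend removed), 9930111J21Rik2 (-2.36 ± 0.16 and -1.60) and Hemgn (-2.29 ± 0.27 and -1.92). Hemgn (ENSMUSG00000028332.13, chromosome 4, 46393989 to 46413506) fell from 9.30 ± 2.73 CPM (n = 4) to 1.90 ± 0.364 (n = 3). Gm1966 and 9930111J21Rik2 have close copies in the genome, so the counts of each single copy are uncertain. In CC, the largest increases in CK were in Tox2 (1.52 ± 0.27, and 1.26 with the trend removed), Oas1a (1.38 ± 0.36 and 1.12) and Plin2 (1.35 ± 0.19 and 1.06). Tox2 (ENSMUSG00000074607.11, chromosome 2, 163203125 to 163324170) went from 14.3 ± 6.33 CPM (n = 4) to 41.1 ± 14.3 (n = 3). Oas1a, a member of a family of close copies, was not called with the trend removed or with the replicate number as a block (1.29). It also lost its call in 5 of 7 fits that left out a library. The largest decreases in CC were in Hemgn (-1.97 ± 0.24 and -1.84), 9930111J21Rik2 (-1.88 ± 0.22 and -1.35) and Crisp3 (-1.85 ± 0.35 and -1.18), the last of which also has close copies.

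The immune synapse list asked whether genes of the exchange with T cells were lower. Some of its genes were picked by the study on these same libraries, so its tests are not independent evidence. Its median log2 fold change in CK was -0.60 in CB, with 10 of 14 genes lower, and -0.20 in CC, with 8 of 14 lower. All 3 CK libraries of each fraction had a score under 0. Camera gave adjusted p of 0.112 and 0.134, and fry gave 0.000221 and 0.0349. In CC the CK median was -0.41 without CK replicate 3 and -0.13 without CK replicate 4. With the trend removed the medians were -0.28 and -0.12. In single mutants, the medians were -0.29 in C and -0.22 in K of CB and -0.14 in C and -0.19 in K of CC, with camera adjusted p of 0.00669, 0.0136, 0.031 and 0.000909 and every mutant library below 0. Of these 4, all but C of CC passed under fry, and C of CC also failed camera without WT replicate 2 (-0.12), WT replicate 4 (-0.13) or C replicate 3 (-0.09). K of CB failed camera without K replicate 3, at -0.17. Whether the list moved differently in CC and CB was tested, and the camera adjusted p for CK was 0.401, and 0.372 with each mouse as a block (fry 0.39). Across all 36 list tests, 13 passed under camera, and 11 of these passed under fry. Adjusted over all genes, 8 list genes in CB CK and 5 in CC CK had a p under 0.05, and adjusted over the list alone, 8 and 8 did. In C and K, 0 genes of the list in CB passed over all genes and 4 passed over the list alone in each.

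Within the list, 5 genes were called lower in CB CK. Cd86 (ENSMUSG00000022901.13, mm10 chromosome 16, 36603869 to 36666081), one of the markers by which CB and CC were sorted, fell from 114 ± 23.9 CPM (SD, n = 4) in WT to 47.7 ± 9.71 (n = 3) in CK, a log2 change of -1.26 ± 0.15 (SE, edgeR adjusted p 2.32e-06) and -0.67 with the trend removed. Il9r changed by -2.09 ± 0.56, and by -2.15 with the trend removed. Its call was lost in 5 of 7 fits that left out a library, in which it ranged from -2.36 to -1.76. Cd274 changed by -0.91 ± 0.22, and by -0.51 with the trend removed, where it was not called. Its call was also lost without WT replicate 1 (-0.81) or CK replicate 4 (-0.71). Zbtb20 changed by -1.35 ± 0.14 and was not called with the trend removed, at -0.31. Slamf1 changed by -0.66 ± 0.12 and went the other way with the trend removed, at 0.27, and it was not called without WT replicate 3, at -0.58. In CC CK, Cd86 fell from 257 ± 40.2 CPM (n = 4) to 163 ± 44.4 (n = 3), a log2 change of -0.65 ± 0.15 (edgeR adjusted p 0.00401). It was not called with the trend removed (-0.35) or in 4 of 7 fits that left out a library. Cd274 changed by -1.27 ± 0.25 and by -1.02 with the trend removed, and was called in all 7 such fits. Ccr6 changed by -0.88 ± 0.21 (-1.15 with the trend removed), Il9r by -1.66 ± 0.37 (-1.69) and Zbtb20 by -0.87 ± 0.17 (-0.12, not called). Leaving out a library cost Ccr6 its call in 5, Il9r in 3 and Zbtb20 in 1 of 7 fits, the last without CK replicate 2, at -0.77. H2-Oa was 0.16 ± 0.11 in CB and 0.29 ± 0.11 in CC, and -0.40 and -0.12 with the trend removed. Cxcr4 changed by -0.04 ± 0.08 in CB and 0.04 ± 0.10 in CC (0.19 and 0.04 with the trend removed), and Ccnb1 by -0.07 ± 0.13 and -0.01 ± 0.14 (0.42, with an edgeR adjusted p of 2.87e-05, and 0.22), and none of these was called.

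**Figure D3:**
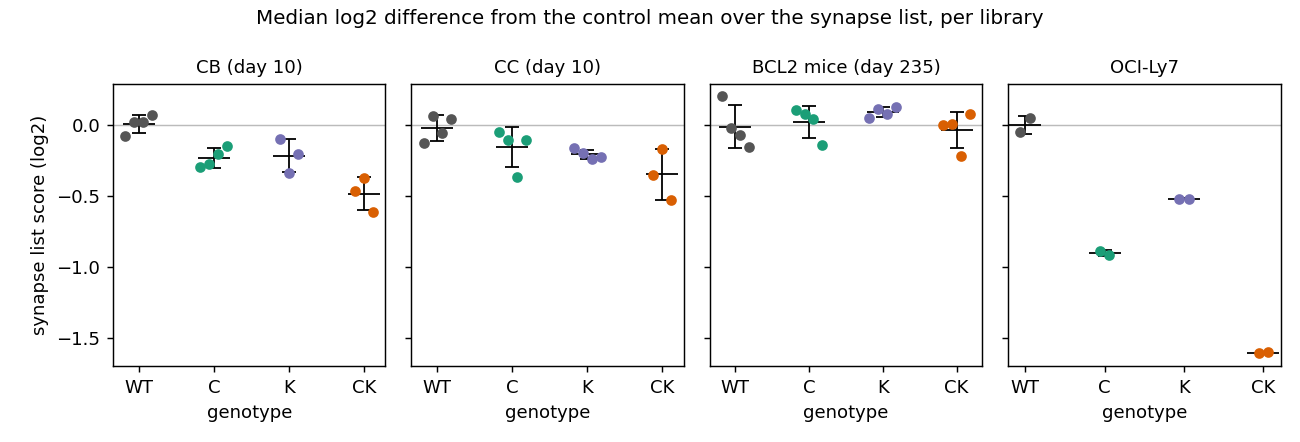
Score of the synapse list, the median log2 CPM difference of its genes from the control mean, for each library in each set, with the mean and SD of each group. The control of the BCL2 panel is BCL2 alone, and the CK means were -0.48 in CB, -0.35 in CC, -0.03 in BCL2 and -1.60 in OCI-Ly7.

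For the centrocyte and centroblast lists, the CK medians were -0.06 and -0.18 in CB and -0.05 and -0.14 in CC. Camera adjusted p were 0.925 and 0.55 for the centrocyte list, and 0.0182 and 0.00689 for the centroblast list, which was lower in all 3 CK libraries of each fraction and passed under fry as well. In CB, the centroblast list no longer passed without WT replicate 3, at a median of -0.14, or with the trend removed, at -0.12 (camera adjusted p 0.0869 for the second). In CC, where it passed in every fit that left out a library, its median was -0.26 without CK replicate 3 and -0.09 without CK replicate 2. The centrocyte list changed sign, to 0.06 in CB without WT replicate 2 and to 0.05 in CC without CK replicate 3. In C and K of CB and CC, neither list passed as counted. With the trend removed, the centrocyte list of C in CC (-0.07, camera adjusted p 0.00687) and the centroblast list of K in CC (0.10, 0.0252) passed. The centroblast list of C and the centrocyte list of C passed in CB and in CC once WT replicate 3 was left out, with medians of 0.05 and -0.06 in CB and 0.00 and -0.09 in CC. The centroblast list of K in CC then passed too, at 0.13.

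Genes of the normal passage from CB to CC were followed into CK. In CB, 898 genes that are higher in WT CC had a median of 0.14 in CK, and 660 genes that are lower in WT CC had a median of -0.21, where all genes had a median of -0.06. In 100 simulated data sets with CK equal to WT, these medians ran from 0.02 to 0.07 and from -0.08 to -0.03. When the genes were taken from C mice instead, which share no library with the CK comparison, the medians were -0.06 and 0.03, outside the simulated range on the opposite sides. With the trend removed the first was -0.10, and without WT replicate 3 it was -0.02. Without WT replicate 2 the medians were 0.23 and -0.36. In CC the medians were 0.03 and -0.05, where the simulated data sets gave -0.07 to -0.03 and 0.03 to 0.07, so both lay outside the simulated range. With genes from C mice they were -0.04, below the simulated range, and 0.01, within it, and with the trend removed the first was -0.10. Without WT replicate 3 the first was -0.06, within the simulated range, and without WT replicate 2 the second was 0.02, below it. Neither fraction gave the same direction under both choices of genes. The simulated ranges leave out trends shared by many genes of a library. In CB, 7 and 1 of 35 splits of the real libraries gave medians as far from 0 for the higher and lower genes from WT mice. In CC, 29 and 5 of 35 splits did.

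In BCL2 mice at day 235, the comparison asked whether the changes seen early were present in cells of established disease. Of 22222 genes, 10 were called in BCL2+C, 5 higher and 5 lower, 3 in BCL2+K, all higher, and 10 in BCL2+CK, 9 higher and 1 lower. Unadjusted p under 0.05 were found for 1523, 2046 and 2450 genes, and the interaction contrast was called for 7 genes. DESeq2 gave 19, 43 and 82 genes, and fits of each mutant with BCL2 libraries alone gave 2, 2 and 3. Without BCL2 replicate 2 the count for BCL2+C was 6. These mice received bone marrow of donors, and libraries of a genotype may share a donor, while all tests of this set treat libraries as independent. Of the genes of the naming rule, Magi1 (ENSMUSG00000045095.16, mm10 chromosome 6, 93675455 to 94283917) stood at 0.0899 ± 0.0605 CPM (SD, n = 4) in BCL2 and at 20.3 ± 9.74 (n = 4) in BCL2+CK, at least 114-fold higher (edgeR adjusted p 5.01e-06). It averaged 0.0502 CPM in BCL2+C and 0.0516 in BCL2+K, so a variant carried by donors of BCL2+CK stays open. Nedd4 rose by 2.32 ± 0.32 (SE), from 15.8 ± 3.98 to 78.8 ± 30.6 CPM (n = 4 each), and lost its call in 6 of 8 fits that left out a library. Gm43305, the 1 gene called lower, changed by -3.32 ± 0.43 and lost its call in 3 of 8 such fits, without CK replicate 2, 3 or 4. Over the 8 fits its log2 change ranged from -3.58 to -3.13. In BCL2+K the called genes were Slc15a2 (2.96 ± 0.33) and the predicted genes Gm9522 and Gm5815, whose counts are uncertain, named after their values were seen. Slc15a2 was also called in BCL2+C, at 2.69 ± 0.33. Of the 10 genes called in BCL2+C, 5 lay on mm10 chromosome 7 between 104263386 and 105831515 (Trim5, Trim12a, Trim34b, Trim30d and 9130208D14Rik, named after their values were seen). The Trim genes there are close copies of each other, so their single counts are uncertain. The synapse list had a median of -0.01 in BCL2+CK (camera adjusted p 0.925), and the centroblast list -0.05 (0.462), which was 0.12 without CK replicate 1 (0.0325). The centrocyte list was lower, at -0.09 (0.0444), in all 4 BCL2+CK libraries, but fry gave an adjusted p of 0.367, the camera adjusted p ranged up to 0.223 over the fits that left out a library, and the block gave 0.0534. In BCL2+C and BCL2+K no list passed. Leaving out 1 library made a list pass in several fits of BCL2+C and BCL2+K. The centroblast list of BCL2+K passed in 4 of 8 such fits, without BCL2 replicate 1 (0.26) or 4 (0.18) or K replicate 1 (0.16) or 3 (0.19). Scores of BCL2+C and BCL2+K over the 10 CK genes were 0.12 ± 0.23 and 0.27 ± 0.31 (n = 4 each), and they were 0.84 and 0.80 without BCL2 replicate 4. The score was 0 in 3 of 4 BCL2+C and 1 of 4 BCL2+K libraries, so with 10 genes these means say little.

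Immunoglobulin counts of the BCL2 set were used to look at isotype and at dominance of single heavy-chain V genes. Ighg1 made up 11.2% ± 4.92 (SD, n = 4) of heavy-chain constant region counts in BCL2+CK and 2.16% ± 1.05 (n = 4) in BCL2, and all 4 BCL2+CK libraries lay above every BCL2 library. The exact two-sided permutation p was 0.0286, the smallest possible with 4 against 4, 0.0571 adjusted over the 2 planned tests and 0.229 over all 12. In BCL2+C and BCL2+K the share was 4.55% ± 1.47 and 6.03% ± 2.57 (n = 4 each), with exact permutation p of 0.0571 each. The largest single Ighv gene held 20.6% ± 9.14 (n = 4) of Ighv counts in BCL2+CK and 27.2% ± 6.49 (n = 4) in BCL2, an exact permutation p of 0.314. The inverse Simpson index of Ighv shares was 17.5 ± 10.2 against 12 ± 4.92 (n = 4 each), with an exact permutation p of 0.486. Ighm shares were 31.2% ± 7.29 and 34.5% ± 10.9 (n = 4 each), with an exact permutation p of 0.686. Ighv genes share sequence, so single-gene counts are uncertain.

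**Figure D4:**
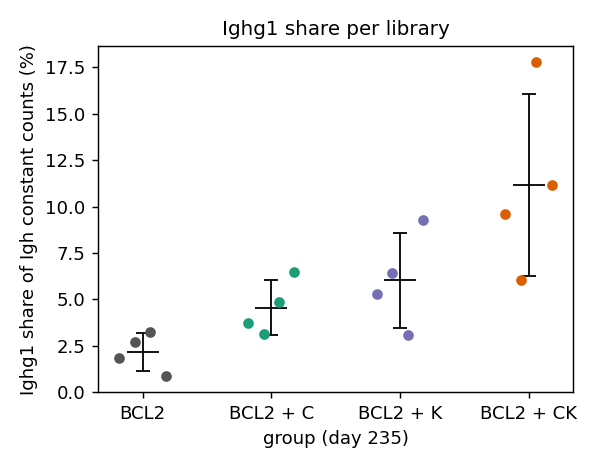
Percent of heavy-chain constant region counts from Ighg1 in each of the 4 libraries per genotype of the BCL2 set, with the mean and SD. The label WT stands for BCL2 alone, whose libraries lay between 0.863 and 3.26%, and the BCL2+CK libraries lay between 6.07 and 17.8%.

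In OCI-Ly7, 2311 of 23826 genes were called in C, 1046 higher and 1265 lower, 2537 in K, 1325 higher and 1212 lower, and 3779 in CK, 1612 higher and 2167 lower. The lower share in CK was 57.3% (95% Wilson interval 55.8 to 58.9%). DESeq2 moved the CK count most, to 3346, and removal of the trend gave 4131, 3647 of them among the 3779 and in the same direction. The interaction contrast was called for 1631 genes, 529 higher and 1102 lower. C and K shared 1663 called genes, 1646 in the same direction, and CK shared 1881 with C and 2050 with K. All 3 were compared with the same 2 WT libraries. In 25 simulated data sets in which C and K equalled WT, C and K shared at most 0 called genes. The score over CK genes was 0.78 in C, with an SD of 0.00251, 0.84 ± 0.01 in K and 1.25 ± 0.01 in CK (n = 2 each), and simulated data gave at most 0.0317. With 2 libraries per line, an exact test could not go below 0.333. The largest changes in CK were between absence and presence, so they are bounds. IGLL1 was at least 136-fold, ZFP30 at least 121-fold and RAG2 at least 98.0-fold higher in CK, and TOX was at least 382-fold, LILRB1 at least 263-fold and GPR132 at least 186-fold lower (edgeR adjusted p between 8.53e-10 and 3.87e-08). LILRB1 has close copies, so its counts are uncertain. TOX (ENSG00000198846.6, hg38 chromosome 8, 58805412 to 59119147) went from 29.7 ± 2.82 CPM (SD, n = 2) to 0.

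Of 14 synapse genes tested in OCI-Ly7, 10 were lower in CK, with a median of -1.61 (camera adjusted p 9.75e-06) and both CK libraries below 0. The medians were -0.90 in C and -0.57 in K (camera adjusted p 1.06e-06 and 0.000524), and all 3 passed under fry. Some genes of the list were picked on these libraries, so these tests are not independent evidence. Adjusted over all genes, 10 genes had a p under 0.05 in CK, and adjusted over the list alone, 12 did. In CK, 9 genes of the list were called, all lower, and the replicate block called SLAMF1 as well. CD86 fell from 102 ± 0.833 CPM (SD, n = 2) to 16.3 ± 0.0898 (n = 2), a log2 change of -2.64 ± 0.08 (SE, edgeR adjusted p 1.58e-10). ITGB2 changed by -6.48 ± 0.21, ITGAL by -2.89 ± 0.06, CCR6 by -2.92 ± 0.52, IL21R by -2.39 ± 0.08, CD40 by -1.66 ± 0.08, HLA-DOA by -1.63 ± 0.05, HLA-DRA by -1.59 ± 0.04 and ZBTB20 by -1.28 ± 0.27. CXCR4 was higher by 0.61 ± 0.05, and CCNB1 changed by -0.44 ± 0.04 and was not called. The centrocyte list had medians of -0.20, -0.21 and -0.52 in C, K and CK (camera adjusted p 0.0181, 0.0444 and 0.0117), and all 3 passed under fry. Without WT replicate 2 the median of K was -0.07. The centroblast list had medians of -0.01, -0.02 and -0.08 (camera adjusted p 0.77, 0.821 and 0.312). It was 0.01 in K without WT replicate 2, and 0.00812 in CK with the trend removed.

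Genes called in CC CK were followed into lymphoma cells. The 315 matched higher genes had a median of 0.03 and the 1245 lower genes a median of 0.02 in BCL2+CK, with camera adjusted p of 0.525 and 0.592. In OCI-Ly7 CK, the 265 matched higher genes had a median of 0.05 and the 1001 matched lower genes a median of 0.04, with adjusted p of 0.661 each. None of the 4 tests passed under fry. With the trend removed in both sets, the result for carried lower genes BCL2 CK was a median of -0.05 (camera adjusted p 0.000321), and that for carried higher genes BCL2 CK was 0.02 (0.193). Genes called in CC CK with the trend removed were also followed into BCL2+CK as counted. The 305 higher genes had a median of 0.05, above 0 in 4 of 4 libraries, with adjusted p over 4 tests of 0.00711 by camera and 0.0325 by fry. The 397 lower genes had a median of -0.03, below 0 in 3 of 4 libraries, with adjusted p of 0.0112 by camera and 0.101 by fry. In OCI-Ly7, these genes had medians of -0.01 and -0.02, and neither passed by camera or fry. Of 35 splits of the BCL2 and BCL2+CK libraries, 6 and 14 gave medians as far from 0. Without CC CK replicate 3 the higher genes passed in BCL2+CK, at 0.06 (0.0152), and without BCL2+CK replicate 1 the lower genes passed, at 0.05 (0.0335). Without CC CK replicate 2 the result for carried higher genes Ly7 CK passed, at 0.13 (0.0441).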

Values the study reported

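Comparing double-mutant with WT cells at q < 0.01 and an absolute fold change above 1.5, the study counted 295 higher and 1147 lower genes in CB. In CC it counted 367 higher and 1417 lower genes. In OCI-Ly7 cells with both alterations, it gave 1282 higher and 1672 lower genes.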

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

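The tests of replicate 3 of WT in this part were chosen only after its values were seen. Single libraries were compared with the rest of their group on 107 measures, and 13 stood apart by Dixon's test, where chance gives 5.35. Of the 13, 7 belonged to replicate 3 of WT.

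Replicate 3 of WT stood apart in both fractions. Its length slope was -0.31 per doubling in CB, against 0.01 to 0.03 in the other WT libraries, and -0.27 in CC, against 0.01 to 0.04. It had 31.6 CPM of Crebbp in CB, against 76.35 to 83.03, and 40.7 in CC, against 79.3 to 87.1. Its CC library had 69.6 CPM of Kmt2d, against 199 to 219, and its CB library had a centrocyte list score of -0.30, against 0.07 to 0.15. Its CC library also held 2188 CPM of red-cell transcripts, against 24.2 to 43.6. Of the 7 red-cell genes tested there, 6 were higher in that library than in every other WT library of CC, so whether RNA of red cells was mixed in stays open for this departure. The plasma-cell list was also highest in replicate 3, at 2241 CPM in CB, against 1520 to 1667, and 1519 in CC, against 1208 to 1301. The T-cell, myeloid, red-cell and plasma-cell lists together took at most 0.386% of its counts. What part of another cell's RNA these lists hold was not measured. That share therefore cannot decide whether such RNA touched the slopes, Crebbp, Kmt2d or the centrocyte list. GC content and length accounted for at least 55.02% of the variance of its difference from the other WT libraries (59.6% in CB), and for at most 33.9% for any other WT library set against the group without replicate 3. The library was flagged by its length slope, so this share describes the departure and does not test its cause. A GC content and length bias stays a candidate explanation for the departures other than red-cell transcripts. Whether the library's Crebbp, Kmt2d and centrocyte values return to the group with the trend removed was not tested. Crebbp and Kmt2d have long transcripts, of 10820 and 19823 bases. A difference between mice was not tested and stays open.

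In CC, C replicate 3 had a synapse list score of -0.37, against -0.10 to -0.05 in the other C libraries, and 192 CPM of red-cell transcripts, against 15.6 to 24.8. Without that library the synapse list of C in CC had a median of -0.09, and its camera adjusted p was 0.133, where the alternatives of that result gave adjusted p from 0.0143 to 0.133. WT replicate 4 of CB had 268 CPM of red-cell transcripts, against 16.2 to 29.1. K replicate 3 of CC had 89.9 CPM of Crebbp, against 102 to 104. No biological explanation was tested for these 4 values, and chance alone gives about as many.

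Total counts stood apart in C replicate 2 of CC, at 24.35 M counts against 17.44 to 18.13 M, and in C replicate 3 of BCL2, at 12.95 M against 16.16 to 16.41 M. With every library thinned to the smallest total of its set, 3431 genes were called in CB CK, 1487 in CC CK and 9 in BCL2+CK, against 3440, 1562 and 10. These counts are for CK, and none was taken for C, so the effect of these 2 libraries' size on the C results was not tested. No biological explanation was tested for library sizes.

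A difference between groups was found for the centroblast list with each mouse as a block and the GC content and length trend removed, a fit chosen after the data were seen. The effect of K on the list was higher in CC than in CB by 0.11 (camera adjusted p 0.00141), and that of CK was lower by 0.0503 (0.0297). Neither passed under fry (0.484 each). As counted with the same block, the differences were 0.12 (0.0697) and 0.0119 (0.831). CK had 2 pairs of libraries, whose pairing is an assumption, and K had 3. No explanation was tested for these differences.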

How the results depend on the processing

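Removal of the GC content and length trend, alone and together with the replicate block, and the block of mice were chosen after seeing the data, and the other alternatives were chosen before. For each change given here, the cause was not tested unless a cause is named.

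With the GC content and length trend removed, changed genes were 65 in K and 1338 in CK of CB, and 12 in C, 75 in K and 703 in CK of CC. The lower share in CK was 56.0% in CB, 56.6% in CC and 53.6% in OCI-Ly7, and the interaction was called for 1685 genes in CB and 1313 in CC. The value of score CB C was -0.0254 and that of score CC C was -0.15. The centroblast list of CB CK no longer passed (-0.12, adjusted p 0.0869). The transition genes were judged by the range of the simulated data sets, and the direction is the side of it on which they lay. These values changed direction: transition higher genes CB CK (-0.0957) and transition higher genes CC CK (-0.10), the carried lower genes of BCL2+CK (-0.0461) and the centroblast list of OCI-Ly7 CK (0.00812). In CB CK, B2m (0.22), Cd80 (0.21), H2-Oa (-0.40), Itgb2 (-0.25) and Slamf1 (0.27) also changed direction, and in CC CK, H2-Oa (-0.12) and Slamf1 (0.31) did. The centrocyte list of CC C (-0.0696, adjusted p 0.00687) and the centroblast list of CC K (0.10, 0.0252) passed, and Pdcd1lg2 was called in CB CK (-0.76). A gene within 1 SE of 0, or a list at an unadjusted p of 0.32 or more, was taken to have no direction. Counted so, 32 of 49 results that answer a comparison kept their direction and call or moved less than their spread, as did 118 of 133 other values. Yet 2 of the 32 and 13 of the 118 changed sign. The 2 were carried higher genes Ly7 CK (-0.0100) and carried lower genes Ly7 CK (-0.0155). The 13 held 9 genes, and each moved by over 1 SE: H2-Aa (0.20), Il21r (-0.0207), Cxcr4 (0.19) and Ccnb1 (0.42, adjusted p 2.87e-05) in CB CK, Itgb2 (-0.17), B2m (0.20), Il21r (-0.06275) and Ccnb1 (0.22) in CC CK, and KMT2D in OCI-Ly7 K (-0.0435).

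The block, which holds the replicate number in the fit, gave 9 changed genes in K of CB, and 3 in C and 29 in K of CC. The centrocyte list BCL2 CK no longer passed (-0.0948, adjusted p 0.0534), and the scores in OCI-Ly7 were 0.77 for C and 0.82 for K. With each mouse as a block, the effects of C, K and CK differed between CC and CB for 5, 56 and 23 genes as counted and for 6, 32 and 12 with the trend removed, against 0 each without it. Where the libraries were taken to pair, the replicate block gave 1484 changed genes CC CK and 1655 changed genes WT CC vs CB. The only call it changed was that of Oas1a, at 1.29. In BCL2+CK it changed the call of Nedd4 (gene Nedd4 BCL2 CK, 2.28). In OCI-Ly7 CK, where same-numbered libraries also correlate, it called SLAMF1 (-0.81), and it changed no other call. The block together with removal of the trend gave 688 changed genes in CC CK, a lower share of 56.0%, and a changed direction of transition higher genes (-0.10), H2-Oa (-0.12) and Slamf1 (0.32), with gene Pdcd1lg2 CC CK called (-0.72). Itgb2, B2m, Il21r and Ccnb1 changed sign here too.

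Here and in the next paragraphs, a share lower is the percent of the changed genes of CK that were lower, and Ly7 is OCI-Ly7. DESeq2 gave 38 changed genes in C and 134 in K of CB, 79 and 120 in CC, and 19, 43 and 82 in C, K and CK of BCL2, with share lower BCL2 CK at 46.3%. Without a filter on low counts, changed genes were 58 in C and 164 in K of CB, and 166 and 197 in CC, share lower Ly7 CK was 55.2%, and the synapse list CB CK passed (-0.60, adjusted p 0.0473). With edgeR's own filter, the centroblast list of CB CK (-0.19, adjusted p 0.0532) and the centrocyte list of BCL2+CK (-0.11, 0.0543) did not pass, and share lower CC CK was 77.1%.

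With total counts as the scaling, share lower CB CK was 74.4%, share lower CC CK 90.8% and share lower Ly7 CK 55.04%. Changed genes in C of CC were 2, the score of C in CC was -0.27, the transition higher genes of CC CK lay at -0.0494, within the simulated range, and the centrocyte list BCL2 CK did not pass (-0.0678, adjusted p 0.0592). With RLE size factors, changed genes in C of CC were 2 and the lower share in CC was 82.0%. An assumed total mRNA 20% lower in CK gave 2675 changed genes in CC and lower shares of 97.5% in CB and 99.0% in CC, by its own construction. Without immunoglobulin and T-cell receptor segments, changed genes in C of CC were 2 and the score of C in OCI-Ly7 was 0.77.

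Fits of only the 2 groups compared have fewer libraries from which to estimate the spread. They gave 0 changed genes in K of CB, 0, 5 and 549 in C, K and CK of CC, 2 in C and 3 in CK of BCL2, and 721 between WT CC and CB. The result share lower CB CK was 71.1%, share lower CC CK was 96.2% and share lower BCL2 CK was 0%, and the scores were -0.30 for C in CC, -0.10 for K in BCL2, and 0.79 and 0.86 for C and K in OCI-Ly7. Within the simulated range lay transition higher genes CB CK, at 0.0323, and transition higher genes CC CK, at -0.0306, and the carried higher genes of BCL2+CK passed (0.30, adjusted p 0.031). Fry in place of camera passed the synapse list of CB CK (-0.60) and CC CK (-0.20) and the centroblast list of OCI-Ly7 CK (-0.0817), and not the centrocyte list of BCL2+CK (-0.0893). With genes called between CC and CB of C mice, the transition higher and lower genes changed direction in CB CK (-0.0562 and 0.0327), and in CC CK the higher genes did (-0.0433) and the lower genes lay within the simulated range (0.00893).

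Across the fits that each left out 1 library, changed genes ranged in CB from 0 to 5 in C and 0 to 79 in K, in CC from 0 to 9 in C, 4 to 45 in K and 853 to 1969 in CK, and from 6 to 10 in BCL2+C. Lower shares ranged from 62.84 to 72.35% in CB, 68.8 to 85.9% in CC and 0 to 30.8% in BCL2+CK, and the interaction in CC from 1416 to 2363 genes. Scores ranged from -0.0311 to 0.12 for C and -0.0167 to 0.14 for K in CB, -0.27 to -0.11 for C and 0.0989 to 0.23 for K in CC, 0.0729 to 0.84 for C and 0.17 to 0.80 for K in BCL2, and 0.77 to 0.80 for C and 0.83 to 0.87 for K in OCI-Ly7. The synapse list ranged from -0.64 to -0.47 in CB CK, -0.41 to -0.13 in CC CK and -0.0815 to 0.0228 in BCL2+CK. The centrocyte list ranged from -0.0799 to 0.0623 in CB CK and -0.16 to 0.0525 in CC CK, and the centroblast list from -0.21 to -0.13 and from -0.26 to -0.0943. In BCL2+CK the centrocyte list ranged from -0.17 to -0.0754 and the centroblast list from -0.15 to 0.12, the last without CK replicate 1, where it reversed. In OCI-Ly7 CK the synapse, centrocyte and centroblast lists ranged from -1.63 to -1.58, -0.55 to -0.38 and -0.13 to -0.0288. The transition higher genes ranged from -0.0177, where they changed direction without WT replicate 3, to 0.23 in CB CK and from -0.0612 to 0.0832 in CC CK, and the lower ones from -0.36 to -0.15 in CB CK and from -0.11 to 0.0165 in CC CK. The carried higher and lower genes ranged from -0.0127 to 0.0642 and -0.00169 to 0.0505 in BCL2+CK, and from -0.06 to 0.13 and -0.0169 to 0.10 in OCI-Ly7 CK. The top Ighv share difference ranged from -9.50 to -2.15 points. The Ighg1 difference ranged from 6.77 to 10.7 points, and in the 4 fits without a BCL2 library the exact permutation p was 0.0571.

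Leaving out a library was not run for counts of changed genes in OCI-Ly7, where a line would have 1 library. The interaction was not run with only 2 groups, as it needs 4. With edgeR's own filter, Ccr6 in CB and CD80 in OCI-Ly7 were filtered out and gave no value.

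Among the other values, which are single genes and the lists of C and K, RLE size factors changed 0 of 133 calls and total counts 3 (2 weaker, 1 stronger). No filter changed 2 (both stronger), edgeR's own filter 1 of 131 (weaker), the block 3 (2 weaker, 1 stronger), leaving out immunoglobulin and T-cell receptor segments 1 (stronger), and fits of 2 groups 13 (12 weaker, 1 stronger). Fry changed 1 of 24 (weaker). Changes of sign near 0 were not counted here, and no gene among them moved by over 1 SE. Depth limits the genes at or under 3 counts in all libraries of a group, whose changes are bounds.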

Other observations

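The tests of the GC content and length trend, of the chromosome 7 region, of Ighg1 in CB and CC, of Xist, of mice as a block and of the carried genes with the trend removed were chosen only after the results were seen.

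In CB, 3440 genes were called in CK. Thinning to equal depth gave 3431, leaving out the 100 most abundant genes gave 3404, and the T-cell, myeloid and red-cell lists held at most 0.0114% of the counts of a CK library. The counts with equal depth and without abundant genes argue against library size and a few dominant genes. The plasma-cell and naive B-cell lists held up to 0.1405% and 0.1378% of the counts of a CK library. None of these marker lists passed camera in CB CK. What part of such cells' RNA the lists hold was not measured, so RNA from other cells stays open. On the genes called without it, each CK library scored at least 0.71 and each WT library at most 0.19, which argues against a mislabelled sample. Of the 35 splits of the 7 libraries, 1, the real one, gave as many genes, the largest other giving 544, and 1 of 35 splits gave as many lower genes, the next giving 224. For the 723 genes called in the same direction with the trend removed, the call did not rest on the fitted GC content and length curve alone. They were selected by that removal, and 606 genes were called only after it. A trend that the curve does not capture therefore stays open for them. With the trend removed, 1 of 35 splits gave as many as the 1338 genes called then, the next giving 468. For the genes that lost their call, a technical trend and a change of the cells cannot be told apart, because the GC slope follows the genotype, with a difference of 0.81 between CK and WT. An effect of the genotype on the 723 genes may be proposed as a hypothesis, and a batch that coincides with genotype was not testable.

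In CC, where 1562 genes were called in CK, equal depth gave 1487 genes (1439 with the block), leaving out the 100 most abundant genes gave 1558, and the T-cell, myeloid and red-cell lists held at most 0.0231% of the counts of a CK library. Held-out CK libraries scored at least 0.59, and WT libraries at most 0.28. With the trend removed, 359 genes were called in the same direction, and for these a trend that the fitted curve does not capture stays open. For the others, a technical trend and a change of the cells cannot be told apart, since the slope followed the genotype within pairs. It was higher in CK by 0.45, 0.48 and 0.58 in the 3 pairs. With the pairing left unused, the group means differed by 0.47 and the CK and WT libraries overlapped. Of 35 splits, 1 gave as many genes, 1 as many lower genes (the next 266), and 1 as many with the trend removed (the next 377). Same-numbered libraries were taken to pair here, and of the 8 splits that part every pair, the real one alone gave as many, the largest other giving 0. The 27 splits that part fewer pairs gave up to 560. For WT CC against CB, 1 of 35 splits gave as many genes, the other 7 splits that part every pair gave 0 and those that part fewer gave up to 382.

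The remaining counts of changed genes were set beside other splits too. As many genes were called in 35 of 35 splits for C in CB, where the count was 0, in 1 of 35 for K in CB (the next 4), in 1 of 35 each for C and K in CC (the next 0), and in 1 of 35 each for C, K and CK in BCL2 (the next 0), as well as for lower genes in BCL2+CK. The interaction was as large in 1 of 100 splits each in CB (the next 2032), CC (the next 0) and BCL2 (the next 1).

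For lists, a median as far from 0 was found for the synapse list in 1, 3 and 1 of 35 splits for C, K and CK of CB, in 4, 2 and 3 of 35 splits in CC, and in 25, 14 and 31 of 35 splits in BCL2. For the centrocyte list it was 34, 22 and 30 of 35 splits in CB, 17, 28 and 22 in CC, and 8, 7 and 13 in BCL2. For the centroblast list it was 28, 23 and 4 of 35 splits in CB, 27, 20 and 8 in CC, and 27, 17 and 30 in BCL2. The transition higher and lower genes gave 7 and 1 of 35 splits in CB CK and 29 and 5 in CC CK, and the carried higher and lower genes 8 and 19 in BCL2+CK, or 6 and 14 for the genes called in CC with the trend removed. With each mouse as a block, as many genes whose effect differed between CC and CB were found in 31 of 35 splits for C (the real 5 genes, others up to 21), in 5 of 35 for K (56, others up to 124) and in 2 of 15 for CK (23, others up to 72), where 15 splits cannot give a share under 5%. Of all 56 such tests, 20 had under 5% of splits as large, and the smallest share 35 splits can give is 1 of 35.

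The 5 genes called in BCL2+C on mm10 chromosome 7 between 104263386 and 105831515 were Trim5 (1.00), Trim12a (0.92), Trim34b (-2.31), Trim30d (0.95) and 9130208D14Rik (-4.77). Of 10000 random draws of 10 expressed genes, 0 had as many within 2 Mb, the most being 3. None of the 5 was called in BCL2+K or BCL2+CK. BCL2+CK mice have the same Crebbp loss, and for 5 of the 5 genes their libraries overlapped those of BCL2 in CPM and not those of BCL2+C, which argues against an effect of Crebbp loss with or without Kmt2d loss. A strain or donor variant carried with the region is a candidate explanation. Within the BCL2 set it cannot be told apart from an effect of Crebbp loss that needs intact Kmt2d. The region follows the BCL2+C group and the genes were chosen for the pattern. C mice of CB and CC also have intact Kmt2d. There Trim5 changed by 0.06 and 0.15, Trim12a by -0.19 and -0.05 and Trim34b by -0.53 and 0.23, short of BCL2+C. Trim30d changed by 0.50 and 0.46, in the direction of BCL2+C, and 9130208D14Rik had no value. The genes thus went different ways in these mice, which lack BCL2, and such an effect stays open.

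OCI-Ly7 lines differed in genes at or above 1 CPM in both libraries of one line and at or under 3 counts in both libraries of another. There were 91 such genes between WT and CK, 48 between WT and K and 30 between WT and C, but 13 between C and K. Of the 91, 23 had the same state in C, 39 in K, 17 in both and 46 in neither, and 3 were unchanged in both. Differences between clones unrelated to the mutations would make C and K as unlike as either is from WT, and the 13 genes argue against these as the whole cause. The WT line itself may differ from all 3 edited lines for other reasons, a possibility the 13 genes leave open.

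Ighg1 (ENSMUSG00000076614.7), whose share was higher in BCL2+CK, is the locus that carries the Cre. The series record and the paper differ on whether BCL2 mice had it, so a difference in Cre was neither shown nor excluded for that set. In CB and CC, where WT mice carry Cre too, Ighg1 was higher in CK by 1.37 ± 0.29 (SE) and 1.34 ± 0.26, with edgeR adjusted p of 0.00115 and 0.00108, and by 1.11 and 1.15 with the trend removed. It was not called in C (0.51 and 0.44) or K (0.90 and 0.57). Whether BCL2+CK differs from BCL2 for the same reason was not tested.

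Xist, the only sex-linked gene tested, was present in every mouse library, at 103 CPM or more. In CK it changed by -1.42 in CB and -1.15 in CC (edgeR adjusted p 5.44e-07 and 0.000593), and by -0.24 and -0.31 with the trend removed, where it was not called.

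The marker lists of other cells had these medians in C, K and CK, with each camera adjusted p under 0.05 given after them. T-cell genes: -0.21, -0.71 and -0.18 in CB, -0.34, -0.43 and -0.03 in CC (0.0335 for C), and 0.21, 0.23 and 0.08 in BCL2. Myeloid genes: -0.36, 0.01 and 0.12 in CB (0.0394 for C), -0.43, -0.29 and 0.10 in CC (6.33e-05 for C, 0.00873 for K), and -0.68, -0.65 and -0.84 in BCL2 (8.44e-08, 0.00016 and 1.53e-05). Plasma-cell genes: -0.31, -0.43 and 0.12 in CB (0.000162 for C, 0.00164 for K), -0.28, -0.31 and 0.31 in CC (0.000892 for C, 0.000478 for K), and -0.02, 0.24 and -0.16 in BCL2 (0.0079 for K). Naive B-cell genes: -0.02, -0.11 and -0.10 in CB, -0.05, -0.26 and -0.05 in CC (0.00554 for K), and -0.29, -0.36 and -0.40 in BCL2 (0.02, 0.000541 and 0.00075). Red-cell genes, as fitted: -1.94, -0.26 and -1.19 in CB (0.00663 for C), -3.45, -3.75 and -1.26 in CC (0.00873 for C, 0.00075 for K), and -1.33, 0.34 and 0.59 in BCL2 (2.046e-05 for C). The sex-linked list, which is Xist alone, had 0.03135 for C and 0.0255 for K of CB and 0.0146 for C of CC. The WT libraries include replicate 3, which held the most plasma-cell and red-cell counts among WT libraries of CC.

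In CB, 1157 genes were called higher and 2283 lower in CK, as counted and scaled by TMM. Both of these counts are higher than those the study gives for the same comparison, which does not hold under every scaling tried here. With the trend removed the counts were 588 and 750, and with the assumed lower total mRNA they were 93 and 3676.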
